A study of Mus musculus with 4 samples. Its data were reported in "Glucocorticoids unleash immune-dependent melanoma control through inhibition of the GARP/TGF-β axis" (2026).

How the data were processed

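Single cell RNA sequencing was used to profile CD45+ leukocytes sorted from 20967 melanomas, a mouse melanoma line with an oncogenic Nras allele that was grown in the skin of wild-type C57BL/6 mice. Of 10 mice, 5 received a control preparation and 5 received clobetasol propionate, a potent glucocorticoid (GC). Each tumor was stained with its own hashtag, an oligonucleotide-tagged antibody that marks every cell of 1 tumor, and the 5 tumors of a group were then pooled. Live CD45+ cells were sorted to a purity stated as above 98%. The control pool was loaded at 17100 cells into one 10x Genomics channel and the GC pool at 3500 cells into another, and 3' gene expression and hashtag libraries were made from each channel. Treatment and channel were therefore the same split of the tumors, so a difference between channels cannot be told apart from an effect of treatment, and no fit with channel as a term was possible.

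The authors aligned and counted unique molecular identifiers (UMIs, which count captured RNA molecules) with Cell Ranger on the mouse build mm10 (GRCm38), with reads in introns included. The authors assigned cells to hashtags in Seurat, kept cells with 1 hashtag, and removed cells that were outliers in UMIs, genes or mitochondrial share. Droplets holding cells of different tumors were thus removed before deposit, but a doublet from 1 tumor was not, and no further doublet caller was run. The expression values deposited are the natural log of 1 plus the UMI count of a gene per 10000 UMIs of the cell, without batch correction. The cell table that the authors deposited gives for each cell the count of UMIs, the count of genes detected, the count of hashtag UMIs and the percent of UMIs from mitochondrial genes. It also gives the hashtag and 1 of 16 cluster names, which the authors assigned after integrating both channels. A cell with few UMIs has few genes above 0, so low genes are measured poorly in shallow classes such as eosinophils.

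The table held 32285 genes in 4108 cells, with 10330441 values above 0. Multiplying each back-transformed value by the UMI total of its cell gave a whole number, within a tolerance of 0.01, for 100% of values, and the recovered counts summed to the listed total in all 4108 cells. The deepest cell held 28438 UMIs, the shallowest 500, and the highest mitochondrial share was 5.81%. The replicate was the tumor, read from the hashtag of each cell, with 5 tumors per group numbered by hashtag. These numbers are only names.

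The 16 clusters were combined into 12 classes. Clusters CD8 1, CD8 2 and CD8 3 formed the CD8 T cells. Cluster CD8 4 was kept apart after the data were examined, since 5 of its top 10 genes by fold were proliferation markers and 0 were CD8 markers. It held 0.789% of control cells and 0% of GC cells. The single tumor-associated macrophage (TAM) cluster and the 3 monocyte clusters were used under the authors' names. Clusters CD4, CD8 2, CD8 3, Monocytes 1 and Monocytes 3 had 0 of their fixed markers among their top 10 genes, with at least 7 markers of their own detected in each and 0 markers of the other fixed lists in the top 10, so their names rest on the authors' annotation. Outside those lists, the top 10 of cluster CD4 held S1pr1, Lef1 and Tcf7, the last at 5.05 per 10000 against 0.358 in all other cells. It also held the B-lineage gene Ebf1 and Klra7, which is in the top 10 of the NK cluster too. This cluster was therefore examined further by its CD8 and B cell UMIs and is called the CD4 cluster.

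For class shares, the percentage of each tumor's cells in a class was compared by an exact two-sided permutation test of the difference in means over all 252 arrangements of the 10 tumors, and the Benjamini-Hochberg (BH) method adjusted p over the 12 classes. The 3 CD8 clusters were compared in the same way as shares of the CD8 T cells, in tumors with at least 10 of them, and adjusted over these 3. The smallest p that this test can give is 0.00794. The CD8 T cell to Treg ratio was compared on the log2 scale with 0.5 cells added to both counts. Intervals on shares and on pooled counts are exact 95% intervals (Clopper-Pearson and Poisson) and cover counting error only. Where a class held 0 cells, the limit given is 3 cells of the total.

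For gene expression, the values of a tumor's cells of 1 class were averaged on the linear scale, as mean UMIs per 10000, and log2(mean + 0.1) was compared between groups with limma 3.58.1 (trended, robust variance) in R 4.3.3. Tumors with at least 10 cells of the class and genes with a mean of at least 0.2 per 10000 were used, with a BH-adjusted p under 0.05 as the threshold. Changes on this scale understate those of low genes. This left 3 GC tumors for CD8 T cells, 2 for neutrophils, 2 for TAMs, and 1 for monocytes, each against 5 control tumors. No GC tumor held 10 Tregs. With 1 GC tumor, limma assumes that it varies like the control tumors. Because whole UMIs were recovered, the quasi-likelihood test of edgeR 4.0.16 and DESeq2 1.42.0 were run on UMI sums per tumor as alternatives. Genes were named by a rule fixed before the data were examined: genes listed in advance, and in each class the 5 largest rises and 5 largest falls among genes past the threshold whose tumors did not overlap between groups. Of those listed, Foxp3 and Lrrc32 were below the filter in the 4 tested classes, and since no GC tumor held 10 Tregs they are given in Tregs as pooled values.

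The gene test was run on simulated negative binomial counts per tumor, drawn once per class, with 200 genes changed by 2 on the log2 scale. They used the means of the control tumors, the real UMI totals and a single spread shared by all genes, estimated from the control tumors. In these simulations limma recovered 98.9% of the tested changed genes in CD8 T cells, 66.7% in neutrophils, 86.1% in monocytes and 99.5% in TAMs. The share of limma calls that were false was 11.7% in CD8 T cells, 17.3% in neutrophils, 56.5% in monocytes and 37.6% in TAMs, against an intended 5%. For edgeR the false shares were 2.15%, 5.60%, 4.55% and 2.63%, and for DESeq2 0.559%, 0%, 0.885% and 1.20%, in the same order. The simulated GC tumors hold as few UMIs as the real ones, but no single cells were drawn, so variation between few cells is absent. edgeR and DESeq2 assume counts of this kind, which favors their false shares. The excess of false calls by limma is a limit on each count of changed genes below.

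Gene lists were scored per tumor as the mean over the list's genes of log2(mean + 0.1), using genes with a mean of at least 0.05. The lists were a glucocorticoid response (20 genes), interferon (IFN)-α response (94), IFN-γ response (91), inflammatory response (100), TGF-β signaling (54), TGF-β direct targets (10) and dissociation stress (16), together with markers of melanoma (7), erythroid cells (5), free RNA from neutrophils (5) and free RNA from macrophages (6). They were written from general knowledge before the data were examined, the IFN, inflammatory and TGF-β signaling lists on the model of the Hallmark sets, and do not equal those sets. Scores were compared by exact two-sided permutation tests, adjusted by BH over all planned scores.

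Gene positions come from GENCODE M21 on GRCm38, in which 31424 of the 32285 symbols were found. The following alternatives were planned: other pseudocounts (0.02 and 0.5), no filter or a mean of at least 0.5, the mean of the deposited log values, median-of-ratios scaling, weights by cell number, a minimum of 20 cells, other denominators and scales for shares, tumors with at least 50 cells, leaving out the 5% of cells with the most UMIs, z-scores for lists, and leaving out each tumor in turn. A minimum of 5 cells, thinning every cell to 3000 UMIs, other definitions of the CD4 class and of the CD8 class, a denominator without eosinophils, and lists without myeloid genes were added after the data were examined. Some of the genes that define the CD8, monocyte, TAM and neutrophil clusters differed between the groups, so treatment can move cells across the borders of these clusters, and that limit is given beside their shares. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for all other steps.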

Results

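CD45+ cells of 5 control and 5 GC-treated 20967 melanomas were profiled by single cell RNA sequencing, to compare the makeup of the leukocytes and their transcripts between treatments. The control channel gave 3803 cells, which was 22.2% of the cells loaded, and the GC channel gave 305 cells, or 8.71%. Control tumors contributed 796, 839, 1250, 571 and 347 cells (replicates 1 to 5), and GC tumors 18, 75, 111, 22 and 79. Control cells summed to 32034696 UMIs, with a median of 7440 UMIs and 2621 genes per cell. The GC cells summed to 3216052 UMIs, with a median of 9163 UMIs and 2915 genes per cell. Total UMIs per tumor ranged from 2735708 to 9869474 in controls and from 139195 to 1235264 after GC. The median mitochondrial share was 1.78% in controls and 1.61% after GC. Each percentage in a GC tumor therefore rests on few cells, and the groups were separate channels.

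The first comparison asked which immune classes changed their share of CD45+ cells. Tregs made up 12.8% ± 2.82 (SD, n = 5) of cells in control tumors and 4.72% ± 1.38 (n = 5) in GC tumors. The share fell by 8.12 percentage points, which was larger than the spread between tumors, with each GC tumor below each control tumor (exact permutation test, p = 0.00794, the smallest this design allows, adjusted p = 0.0238). The alternative that moved it most counted Tregs among lymphoid cells only, where they fell by 17.9 points. The CD4 cluster fell from 6.63% ± 1.10 to 3.62% ± 2.15 (n = 5 and 5, exact p = 0.00794, adjusted p = 0.0238). Of the cells in this cluster, 24.0% (95% interval 18.9 to 29.6) held a UMI of Cd8a or Cd8b1, against 8.80% (6.47 to 11.6) of Tregs. At least 3 UMIs of the B cell markers, a limit chosen after the data were examined, were found in 10 of its 263 cells (3.80%, 1.84 to 6.88) and in 1 of 500 Tregs. Without the cells that held a CD8 or B cell UMI, the CD4 cluster differed by -1.13 points, which was within the spread between tumors (exact permutation p = 0.286, adjusted p = 0.343).

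CD8 T cells made up 22.1% ± 5.44 of cells in control tumors and 36.4% ± 13.1 in GC tumors (n = 5 and 5). The rise of 14.2 points did not pass the threshold (exact permutation p = 0.0635, adjusted p = 0.109), and GC replicate 2, at 16%, lay below all control tumors. Among lymphoid cells the share of CD8 T cells rose by 25.9 points (adjusted p = 0.0190, exact permutation test). Since Tregs fell by 17.9 points on that denominator, this rise is not evidence apart from the fall of Tregs. Without GC replicate 2 the share among all CD45+ cells rose by 19.3 points (exact permutation test, adjusted p = 0.0381). The CD8 T cell to Treg ratio had a log2 mean of 0.78 ± 0.63 in controls and 2.61 ± 0.27 after GC (n = 5 and 5), a difference of 1.83 that was larger than the spread (exact permutation p = 0.00794, the smallest possible). The geometric mean ratio was 1.72 in controls and 6.09 after GC, or 3.55-fold higher. GC tumors held between 1 and 5 Tregs each.

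The CD8 clusters were compared as shares of the CD8 T cells in tumors with at least 10 of them (n = 5 and 3). Cluster CD8 1 made up 60.4% ± 3.10 in control tumors and 49.5% ± 1.97 in GC tumors, with each GC tumor below each control tumor (exact permutation p = 0.0179, the smallest possible, adjusted p = 0.0536). Cluster CD8 2 made up 30.4% ± 4.09 and 40.8% ± 8.47 (exact permutation p = 0.0536, adjusted p = 0.0804), and CD8 3 made up 9.23% ± 4.26 and 9.68% ± 7.02 (exact permutation p = 0.946). None passed after adjustment. In tumors with at least 5 CD8 T cells, a setting chosen after the data were examined, CD8 1 fell by 8.13 points and CD8 2 rose by 11.6 points, and both passed (exact permutation test, n = 5 and 5, adjusted p = 0.0357). Since 2, 3 and 1 of the top 10 genes defining clusters 1, 2 and 3 differed between the groups, cells can be assigned differently in the 2 groups, and these shares do not show that a kind of cell changed in number.

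Neutrophils made up 5.01% ± 2.49 of cells in control tumors and 13.4% ± 6.85 in GC tumors (n = 5 and 5, exact permutation p = 0.00794, adjusted p = 0.0238). The proliferating cluster CD8 4 held 0.726% ± 0.330 of control cells, and 0 of the 305 GC cells, which allows a share of up to 0.984% (exact permutation p = 0.00794, adjusted p = 0.0238, n = 5 and 5). Since that limit lies above the control share, a loss of this cluster was not detectable at this depth. NK cells fell from 2.77% ± 0.753 to 0.867% ± 1.21 and did not pass after adjustment (n = 5 and 5, exact permutation p = 0.0397, adjusted p = 0.0952). Monocytes went from 11.0% ± 3.24 to 5.35% ± 4.44 and TAMs from 19.8% ± 4.51 to 11.9% ± 8.31, both within the spread (n = 5 and 5, exact permutation, adjusted p = 0.109 and 0.167). Between 1 and 6 of the top 10 genes defining the monocyte clusters, 4 of those defining TAMs and 1 of those defining neutrophils differed between the groups, so cells may have been assigned to these classes differently in the 2 groups. γδ T cells (1.39% and 3.69%, adjusted p = 0.333), eosinophils (12.6% and 11.7%, 0.794), dendritic cell cluster DC 1 (2.49% and 5.43%, 0.333) and dendritic cell cluster DC 2 (2.60% and 2.96%, 0.794) did not differ beyond the spread by the same exact test with n = 5 and 5.

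**Figure D1:**
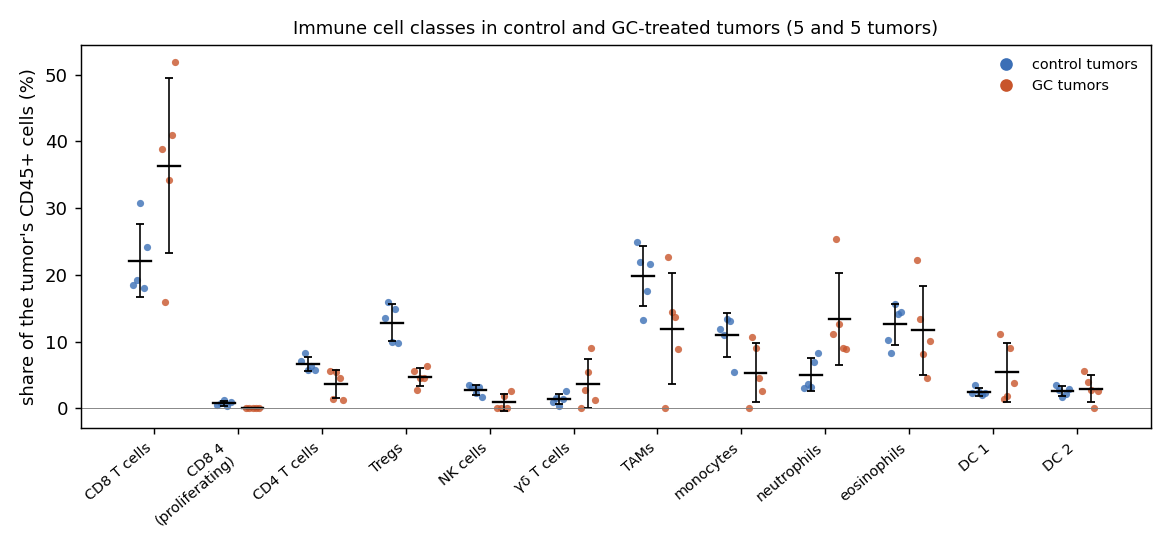
Share of each tumor's CD45+ cells (y axis, percent) in each of 12 immune classes (x axis), with 1 point per tumor, a horizontal line at the mean and bars of 1 SD, for control (blue, n = 5) and GC (orange, n = 5) tumors. All GC tumors lie below all control tumors for Tregs and above them for neutrophils, while CD8 T cells overlap because 1 GC tumor is at 16%.

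Gene expression was next compared within classes, to ask which transcripts changed with GC treatment. In CD8 T cells, 309 of 6158 genes passed the threshold by limma (140 higher and 169 lower after GC), and edgeR called 379, of which 238 were shared with limma in the same direction. The count moved most, to 604, when tumors with fewer than 20 cells were left out. In simulated data of this design 11.7% of limma calls and 2.15% of edgeR calls were false. The split depended on the scaling and on the test. Of the limma calls 45.3% were higher after GC, against 56.8% with median-of-ratios scaling and 67.1% with the mean of the deposited log values. By edgeR 61.5% were higher, and by DESeq2 64.5%. The median log2 change of all tested genes was -0.09 by limma and 0.00 by edgeR. Values did not overlap between groups for 15.2% of tested genes, against 3.57% by chance. CD8 T cells of GC tumors were deeper, with a median of 9741 UMIs against 6826.

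Of the genes listed in advance, 20 were tested in CD8 T cells; 6 passed adjusted over all genes and 12 adjusted over the list alone. Tsc22d3, a glucocorticoid-induced gene (ENSMUSG00000031431, chromosome X, 140539528 to 140600659), rose by 1.5 ± 0.23 (SE) on the log2 scale (limma adjusted p = 0.00408). Its mean was 1.51 ± 0.251 UMIs per 10000 in 5 control tumors and 4.66 ± 1.81 in 3 GC tumors. Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527) rose by 1.40 ± 0.22 (adjusted p = 0.00486) and Klf9 (ENSMUSG00000033863, chromosome 19, 23141226 to 23168134) by 1.44 ± 0.25 (adjusted p = 0.00728). Pdcd1, which encodes PD-1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553), went from 6.15 ± 0.871 (n = 5) to 14.4 ± 1.73 (n = 3) UMIs per 10000, a log2 change of 1.23 ± 0.14 (limma adjusted p = 0.000715). Itgae, which encodes CD103 (ENSMUSG00000005947, chromosome 11, 73090583 to 73147446), went from 3.32 ± 0.679 to 1.60 ± 0.387, a log2 change of -1.0 ± 0.19 (limma adjusted p = 0.0128). With tumors of at least 5 CD8 T cells, a setting chosen after the data were examined, the log2 change of Pdcd1 was 0.77 and did not pass by limma (adjusted p = 0.246). In CD8 cluster 1 alone, that of Itgae was -0.56 and did not pass (limma adjusted p = 0.152). Il1b fell, with a log2 change of -1.94 ± 0.26 (limma adjusted p = 0.00188), from 0.679 ± 0.0950 to 0.114 ± 0.0902 UMIs per 10000. Tox, Tgfb1, Sgk1, Ifng, Per1 and Gzmb passed only when adjusted over the list alone, with log2 changes of 0.56, -0.46, -0.79, -2.02, 0.64 and -0.84. Tcf7, Cd69, Entpd1, Smad7, Tnf, Prf1, Nr3c1 and Mt1 differed by less than the spread between tumors under either adjustment by limma, while Mt1 passed by edgeR (adjusted p = 0.000721). Tcf7 was among the top genes of the CD4 cluster, where 24.0% of cells held a CD8 UMI, so CD8 T cells with Tcf7 may lie outside this test.

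The largest rises in CD8 T cells were Hhat (3.04 ± 0.28 on the log2 scale), Gm13684 (2.28 ± 0.24), Serpina3f (2.17 ± 0.23), Sv2c (2.14 ± 0.22) and Tmem106b (2.12 ± 0.28), each past the threshold by limma and edgeR. Gm13684 (chromosome 2, 83737782 to 83759865, minus strand) lies within Itgav (83724397 to 83806916, plus strand), and since intronic reads were counted and strand use was not stated, its value is uncertain. Serpina3f belongs to a family of near-identical genes whose reads can be split, and its value is uncertain for that reason. The largest falls were Tgfbi (-2.53 ± 0.24), Cd74 (-2.53 ± 0.33), H2-Aa (-2.45 ± 0.22), Vmn2r96 (-2.25 ± 0.34) and H2-Ab1 (-2.05 ± 0.32). Vmn2r96, a member of a large receptor family with similar copies, did not pass by edgeR (adjusted p = 0.0983). A fixed list of 6 macrophage transcripts, Cd74 among them, changed by -1.29 on the log2 scale in CD8 T cells (exact permutation p = 0.0179, n = 5 and 3, the smallest possible) and by -0.65 in neutrophils (exact permutation p = 0.0476, n = 5 and 2). It changed by -1.43 in monocytes (n = 5 and 1) and by 0.062 in TAMs (exact permutation p = 0.667, n = 5 and 2), where 4 of its genes were higher and 2 lower. In TAMs Cd74 (-0.70), H2-Aa (-0.77) and H2-Ab1 (-0.89) fell past the threshold by limma. RNA from other cells was not excluded as a source of Tgfbi, Cd74, H2-Aa, H2-Ab1 and Il1b in CD8 T cells, so their falls there are uncertain.

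**Figure D2:**
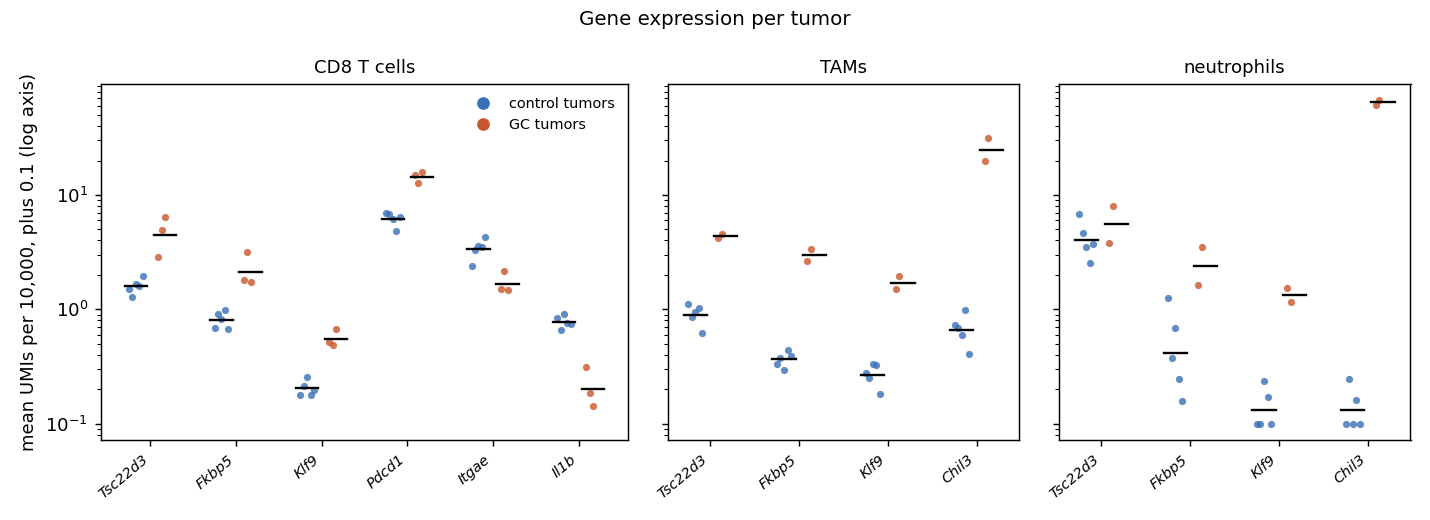
Mean UMIs per 10000 plus 0.1 (y axis, log scale) of genes (x axis) in CD8 T cells (5 control and 3 GC tumors), TAMs (5 and 2) and neutrophils (5 and 2), with 1 point per tumor and a line at the geometric mean; no error bars are drawn. In CD8 T cells all GC tumors lie above all control tumors for Tsc22d3, Fkbp5, Klf9 and Pdcd1 and below them for Itgae and Il1b, and Chil3 is at or below 0.886 per 10000 in the control TAMs and at or above 19.7 in the GC TAMs.

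In neutrophils, 213 of 4411 genes passed by limma (92 higher and 121 lower) and 205 by edgeR, of which 163 were shared. The share higher after GC was 43.2% by limma, 56.6% by edgeR and 72.8% with the mean of the log values. Values did not overlap for 22.2% of genes, with 9.52% by chance. Of 14 listed genes tested, 5 passed adjusted over all genes and 7 adjusted over the list alone. Chil3, a chitinase-like secreted protein (ENSMUSG00000040809, chromosome 3, 106147554 to 106167564), went from 0.0418 ± 0.0647 (n = 5) to 64.5 ± 4.87 (n = 2) UMIs per 10000, a log2 change of 8.93 ± 0.51 (limma adjusted p = 4.07e-10). Its neighboring paralog Chil4 can share its reads, so the assignment to Chil3 is uncertain. Mt1 (5.12 ± 0.57), Prnp (4.26 ± 0.67), Bcl2l15 (4.15 ± 0.72) and Slc24a3 (4.11 ± 0.68) were the next largest rises. Klf9 rose by 3.35, Zbtb16 by 2.89 and Fkbp5 by 2.53 by limma, Fkbp5 not passing by edgeR (adjusted p = 0.0580). Tsc22d3 differed by 0.46 and did not pass (limma adjusted p = 0.533). The largest falls with GC values above 0 were Rsad2 (-4.28 ± 0.48), Spp1 (-3.43 ± 0.65), Prr5l (-3.37 ± 0.51) and H2-Ab1 (-3.21 ± 0.52). Oasl1 also fell by limma, was at 0 in both GC tumors, and did not pass by edgeR (adjusted p = 0.0592). Il1b changed by -0.76 ± 0.16, from 182 ± 18.2 to 110 ± 40.7 UMIs per 10000 (limma adjusted p = 0.00950). Without GC replicate 3 the change of Il1b was -0.38 and did not pass (limma adjusted p = 0.203), and without GC replicate 2 it was -1.15. Without GC replicate 3, Fkbp5 (1.99), Klf9 (3.55), Zbtb16 (2.41) and Bcl2l15 (3.95) did not pass either, nor did Klf9 (3.14) and Spp1 (-2.88) without GC replicate 2. Fkbp5 also lost its call without control replicate 2, 4 or 5 (2.49, 2.34 and 2.18), and Oasl1 without either GC tumor or without control replicate 1, 2, 3 or 4.

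In TAMs, 1270 of 5988 genes passed by limma (411 higher and 859 lower), and 670 passed by edgeR (415 higher and 255 lower), with 597 shared. By edgeR 61.9% were higher after GC, against 32.4% by limma, 47.7% with median-of-ratios scaling and 54.3% with the mean of the log values. The median log2 change of all tested genes was -0.12 by limma and 0.00 by edgeR. In simulated data 37.6% of limma calls were false. Control cells drawn at these cell numbers, compared with the other control cells, gave medians of 27 falls and 10.5 rises by limma. Few cells can thus account for part of the lean to falls. Values did not overlap for 36.5% of genes, with 9.52% by chance. Of 14 listed genes tested, 6 passed adjusted over all genes and 8 adjusted over the list alone. Chil3 went from 0.581 ± 0.212 (n = 5) to 25.4 ± 8.10 (n = 2) UMIs per 10000 (5.25 ± 0.30 on the log2 scale, limma adjusted p = 7.76e-06). Mmp8 (5.09), Mt2 (3.70), Prnp (3.22) and Lcn2 (3.13) were the next largest rises, and Fkbp5 (3.04), Klf9 (2.68) and Tsc22d3 (2.28) also passed. Il1b, which fell in CD8 T cells and neutrophils, did not fall in TAMs. It differed by 0.29, from 40.7 ± 1.36 to 51.4 ± 18.3 UMIs per 10000, and did not pass (limma adjusted p = 0.215). Pltp (-2.47), Marcksl1 (-2.38) and Gfpt1 (-2.32) fell by both tests, while Plxdc2 (-2.57) and Fabp5 (-2.56) passed by limma and not by edgeR (adjusted p = 0.0882 and 0.0707). Plxdc2 was at -1.05 without GC replicate 2 and -4.09 without GC replicate 3, and did not pass by limma without control replicate 1 or 2 (-2.67 and -2.52).

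In monocytes a single GC tumor, with 10 cells, had enough cells. The GC group thus had no spread of its own, and both tests assumed that this tumor varies like the controls, so the values are those of 1 tumor. When control cells were drawn at this cell number and compared with the other control cells, limma called up to 1879 genes and edgeR up to 30. In the real comparison 1379 of 5771 genes passed by limma (329 higher and 1050 lower) and 279 by edgeR (153 higher and 126 lower), with 272 shared. The share higher was 23.9% by limma, 50.5% with the mean of the log values and 54.8% by edgeR. The median log2 change was -0.18 by limma and -0.08 by edgeR. Of simulated limma calls 56.5% were false, and values did not overlap for 66.7% of genes, with 33.3% by chance. Of 15 listed genes tested, 7 passed both adjusted over all genes and adjusted over the list alone. Mt2 (5.74), Mmp8 (4.52), Prnp (4.36) and Cxcr2 (3.94) were higher in that tumor, past the threshold by limma and edgeR, and Lcn2 (4.15) by limma only. Rsad2 and Irf7 were at 5.92 ± 1.42 and 2.18 ± 0.455 UMIs per 10000 in controls (n = 5) and at 0 in the 10 cells of that tumor, so no fold is given. Il1b was at 30.2 ± 7.53 per 10000 in controls and at 47.5 in that tumor, a log2 change of 0.69. Cxcl10, Ifit2 and Ccl5 were lower in that tumor by limma only. Tregs could not be tested across genes because no GC tumor held 10 of them. In the pooled Tregs, Foxp3 was 4.94 (exact 95% Poisson interval 4.70 to 5.19) UMIs per 10000 in controls and 3.58 (2.61 to 4.78) after GC, and Lrrc32, which encodes GARP, was 1.15 (1.04 to 1.28) and 0.954 (0.49 to 1.67). The intervals of Lrrc32 overlapped and those of Foxp3 overlapped slightly, and they cover counting error only.

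Lists of genes were then scored to ask whether GC, IFN, inflammatory and TGF-β responses changed. None of the planned scores had an adjusted p under 0.05, and 0.0952 was the lowest; unadjusted exact p-values are given because the number of tumors limits them. In CD8 T cells the glucocorticoid response score was 0.04 ± 0.05 in controls and 0.51 ± 0.24 after GC, a difference of 0.46 (exact permutation p = 0.0179, the smallest possible with n = 5 and 3, adjusted p = 0.0952). The IFN-γ score differed by -0.39 and the TGF-β signaling score by -0.15, with each GC tumor below each control tumor (exact permutation p = 0.0179, adjusted p = 0.0952 for both). The IFN-α score (-0.26, exact permutation p = 0.125), the inflammatory score (-0.16, p = 0.0893) and the TGF-β direct target score (-0.19, p = 0.0536) were within the spread, with adjusted p of 0.167, 0.143 and 0.0952. Averaging the deposited log values in place of the linear values reversed the TGF-β signaling score to 0.021, the direct target score to 0.026 and the inflammatory score to 0.037, and left the IFN-γ score at -0.056. The direction of these TGF-β and inflammatory scores therefore rests on how cells were averaged. Averaging log values also moved the median log2 change of all tested genes in CD8 T cells from -0.09 to 0.014.

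In neutrophils the glucocorticoid response score differed by 1.15, the IFN-α score by -0.82, the IFN-γ score by -0.78, the inflammatory score by -0.38 and the TGF-β signaling score by -0.14. Each had an exact permutation p of 0.0476, the smallest with n = 5 and 2, and an adjusted p of 0.0952. Averaging log values reversed the TGF-β signaling score to 0.054, also with an exact permutation p of 0.0476. The direction of that score in neutrophils therefore rests on how cells were averaged. In monocytes the differences were 1.13, -1.43, -1.47, -0.37 and -0.33 in the same order, with an exact permutation p of 0.167 that n = 5 and 1 cannot go below. The inflammatory and TGF-β signaling differences in monocytes were reversed to 0.075 and 0.034 by averaging log values.

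**Figure D3:**
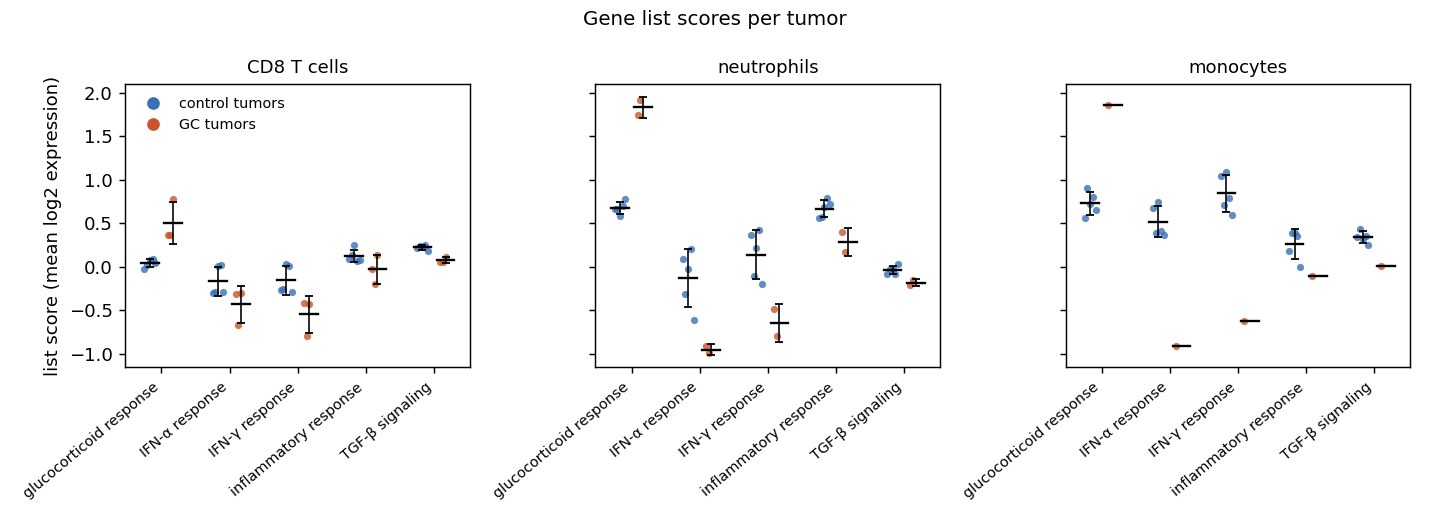
List score per tumor (y axis, mean log2 of UMIs per 10000 plus 0.1) for 5 gene lists (x axis) in CD8 T cells (5 control and 3 GC tumors), neutrophils (5 and 2) and monocytes (5 and 1), with points for tumors, lines at means and bars of 1 SD where a group has more than 1 tumor. The glucocorticoid response is higher in each GC tumor in all 3 classes, while IFN-α in CD8 T cells overlaps between the groups.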

Values the study reported

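By flow cytometry of GC-treated 20967 tumors, the study reported a ~9-fold increase in the number of CD8+ T cells per Treg.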

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

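The neutrophil share of GC replicate 2 was picked out by a comparison of each group's highest and lowest tumor with the others, and the counting interval given for it was chosen after the result was seen.

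Neutrophils made up 25.3% of the cells of GC replicate 2, against 8.86% to 12.6% in the other 4 GC tumors. Its gap to the nearest tumor was 0.772 of the range of the group. Of 65 groups of values compared in this way it was the only one set apart, and chance sets apart about 1 in 20, or 3.25 of 65. The tumor gave 75 cells, of which 19 were neutrophils, and the exact 95% interval of its share was 16% to 36.7%, which does not reach the share of any other GC tumor. Those tumors gave between 18 and 111 cells and their own intervals are wide, that of GC replicate 1 reaching 34.7%. Without this tumor the neutrophil share was still higher in GC tumors, by 5.40 percentage points. The design gives no difference between tumors of 1 group, and no biological explanation was tested.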

How the results depend on the processing

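The minimum of 5 cells, the thinning to 3000 UMIs, the other definitions of the CD4 and CD8 classes, the denominator without eosinophils and the lists without myeloid genes were chosen after the results were seen, and all other alternatives were planned. No paired analysis was possible because the numbers of the tumors are names only and no tumor of one group belongs with a tumor of the other. The cause was not tested where a result changed below, except where a smaller number of tumors or genes is named.

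The CD8 T cell to Treg ratio and the fall of the Treg share kept their direction under every alternative. The log2 difference of the ratio ranged from 1.61 to 1.82 over 3 alternatives and from 1.70 to 2.04 when each tumor was left out, and it kept its side of the threshold. The Treg share kept it when each tumor was left out (-8.89 to -7.34 percentage points), and lost it in tumors with at least 50 cells (-8.34, exact permutation test, adjusted p = 0.0714), where only 3 GC tumors remain. The rise of the share of CD8 T cells passed among lymphoid cells (25.9 points, exact permutation test, adjusted p = 0.0190), where it is not separate from the fall of Tregs. It also passed without GC replicate 2 (19.3 points, exact permutation test, adjusted p = 0.0381), with a range of 10.4 to 19.3 when each tumor was left out.

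The share of the CD4 cluster differed by -0.73 as log2 odds, -3.96 points in tumors with at least 50 cells, -1.13 without cells holding a CD8 or B cell UMI, -0.67 in cells with a Cd4 UMI, -1.64 with the CD8 UMI cells moved to the CD8 T cells and -3.40 without eosinophils, none past the threshold (adjusted p from 0.0655 to 0.524). When each tumor was left out it ranged from -3.49 to -2.42, and without control replicate 1, 2, 3, 4 or 5 (-2.90, -2.57, -3.24, -3.08 and -3.22) it no longer passed after adjustment. The rise of the share of neutrophils, from 5.40 to 9.52 when each tumor was left out, also did not pass without control replicate 1, 2, 3, 4 or 5 (7.89, 8.03, 7.91, 8.88 and 9.22). The share of CD8 4 reversed to 0.44 as log2 odds, since 0.5 cells added to a count of 0 weigh more in tumors with few cells. Eosinophils reversed to 0.880 points without GC replicate 4 (range -3.54 to 0.880) and DC 2 to -0.29 without GC replicate 1 (range -0.29 to 1.10), both within the spread. NK cells, γδ T cells, TAMs, monocytes and DC 1 kept their direction and stayed short of the threshold under every alternative run. With each tumor left out, NK cells ranged from -2.32 to -1.69 points and γδ T cells from 0.94 to 3.22. TAMs ranged from -10.6 to -4.95, monocytes from -7.02 to -4.30 and DC 1 from 1.52 to 3.96. Among CD8 T cells, the shares of CD8 1 (-8.13 points) and CD8 2 (11.6) passed with at least 5 cells per tumor (adjusted p = 0.0357, exact permutation test, n = 5 and 5), where all GC tumors enter. They kept their direction without passing as log2 odds and when each tumor was left out (-12.1 to -9.78 and 5.80 to 14.1). CD8 3, within the spread, reversed with at least 5 cells (-3.42) and without control replicate 1, 2 or 5 (-0.67, -0.15 and -0.070) or GC replicate 2 (-3.04), with a range of -3.04 to 3.98.

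The glucocorticoid response score in CD8 T cells kept its direction and its unadjusted side of the threshold in 8 of 8 alternatives and without each of the 8 tumors (0.37 to 0.53). With the mean of the log values, the inflammatory (0.037), TGF-β signaling (0.021) and TGF-β direct target (0.026) scores in CD8 T cells, the TGF-β signaling score in neutrophils (0.054), and the inflammatory (0.075) and TGF-β signaling (0.034) scores in monocytes reversed. The same setting weakened the IFN-γ score in CD8 T cells (-0.056) and the IFN-α (-0.16), IFN-γ (-0.20) and inflammatory (-0.13) scores in neutrophils. With a pseudocount of 0.5, the IFN-γ score in CD8 T cells (-0.18) and the TGF-β signaling score in neutrophils (-0.061) no longer passed. With 0.02, the latter did not pass (-0.22), while the inflammatory (-0.37) and TGF-β direct target (-0.28) scores in CD8 T cells did. With no filter, the inflammatory (-0.16) and TGF-β direct target (-0.21) scores in CD8 T cells passed. A minimum of 5 cells brought the IFN-α (-0.52) and TGF-β direct target (-0.32) scores in CD8 T cells past the threshold, and in monocytes the glucocorticoid response (1.05), IFN-α (-1.10), IFN-γ (-1.14) and TGF-β signaling (-0.23) scores. It took the IFN-α (-0.41) and IFN-γ (-0.48) scores in neutrophils below it. Without myeloid genes, the IFN-γ score in CD8 T cells was -0.29 and no longer passed.

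When each tumor was left out, the IFN-γ score in CD8 T cells ranged from -0.46 to -0.27 (-0.27 without GC replicate 3, where it no longer passed). The IFN-α score in CD8 T cells ranged from -0.33 to -0.14 and did not pass. The inflammatory score in CD8 T cells ranged from -0.23 to -0.088 and passed without GC replicate 5 (-0.23). The TGF-β direct target score ranged from -0.24 to -0.11 and passed without GC replicate 2 (-0.24) or control replicate 1 (-0.22). The TGF-β signaling score in CD8 T cells ranged from -0.17 to -0.11 and kept its unadjusted side of the threshold without each of the 8 tumors. It kept its direction and that side in 7 of 8 alternatives, median-of-ratios scaling among them. In neutrophils none of the 5 scores could pass with a tumor left out, because the smallest exact p is then 0.0667 or 0.167, with ranges of 1.06 to 1.24 (glucocorticoid response), -0.95 to -0.73 (IFN-α), -0.94 to -0.59 (IFN-γ), -0.50 to -0.27 (inflammatory) and -0.19 to -0.11 (TGF-β signaling).

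The 309 genes changed in CD8 T cells by limma (379 by edgeR) became 167 with no filter, 604 with at least 20 cells per tumor, 181 with weights by cell number, 195 with at least 5 cells and 197 after thinning. With each tumor left out the count ranged from 135 to 604: 604, 529 and 487 without GC replicate 2, 3 or 5, and 159, 158, 135, 149 and 170 without control replicates 1 to 5. The 213 genes in neutrophils (205 by edgeR) became 390 with the mean of the log values and 81 with weights, and ranged from 105 to 241, with 105 without GC replicate 3. The 1270 genes in TAMs became 48 with weights, 670 by edgeR, 735 by DESeq2 and 736 by edgeR with at least 5 cells, and ranged from 867 to 2117, with 2117 without GC replicate 3. The 1379 genes in monocytes became 3 with weights, 279 by edgeR, 310 by DESeq2, 887 with at least 5 cells and 393 by edgeR with at least 5 cells, and ranged from 1028 to 2296, with 2296 without control replicate 5. Where 1 GC tumor is left, it is assumed to vary like the control tumors. A minimum of 20 cells left no GC tumor in neutrophils, TAMs or monocytes and gave no value, and Tregs had no GC tumor with 10 cells. With at least 5 Tregs, 999 genes changed by limma and 168 by edgeR. Of the named genes called, 0 reversed under any alternative; in CD8 T cells 334 of 340 alternatives over 16 genes kept the call, in neutrophils 213 of 251 over 14, in monocytes 221 of 255 over 16 and in TAMs 246 of 263 over 15. With each tumor left out, Per1 in monocytes lost its call without control replicate 2, 3 or 4 (0.98, 1.02 and 1.03), Zbtb16 in TAMs was 3.10 without GC replicate 2, and the changes of this kind in the other named genes are given with them above.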

Other observations

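The tests of thinning, of doublets, of the lists without myeloid genes, of Chil4 and of Pdcd1 within clusters were written down before their results were seen, and all other tests below were chosen after. For the lists without myeloid genes, the limit of 50% was replaced for a time after the values were seen and then set back, and the need for a p under 0.05 was added after.

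The geometric mean of the CD8 T cell to Treg ratio was 3.55-fold higher in GC tumors. That is lower than the value quoted from the study above, which was measured by another assay.

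The number of changed genes was set against technical explanations. Of the 56 splits of the 8 tumors with enough CD8 T cells, 1, the real one, gave as many changed genes. That is the smallest share that 56 splits can give, so it argues against chance for that count without excluding it. When control cells were drawn 20 times at the cell numbers of the GC tumors and compared with the other control cells, limma called at most 1 gene in CD8 T cells, at most 4 in neutrophils and at most 153 in TAMs, fewer than the 309, 213 and 1270 of the real comparison, so few cells alone did not give those counts. The 153 genes in TAMs show that part of the count there can come from few cells. The draws in TAMs leaned to falls, with medians of 27 lower and 10.5 higher, and the median draw in monocytes also held more falls than rises. Part of the excess of falls by limma in these 2 classes can therefore come from few cells. In monocytes the draws had a median of 445.5 genes, below the 1379 observed, but 2 of 20 reached that count, with 1879 at most, so the few cells of 1 GC tumor are not excluded as the source of the limma count there. The drawn cells came from control tumors whose other cells stayed in the comparison, so these draws hold the counting error of few cells and little of the spread between tumors. By edgeR the draws gave at most 2, 3, 14 and 30 genes in CD8 T cells, neutrophils, TAMs and monocytes. CD8 T cells of GC tumors were deeper, with a median of 9741 UMIs against 6826. After every CD8 T cell was thinned to 3000 UMIs, leaving out 63 control and 4 GC cells, limma called 197 genes (98 higher and 99 lower), of which 157 were among the 309, so the difference in depth was not the whole cause. A difference between the channels remains open for all of these.

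Transcripts of macrophages were lower in CD8 T cells of GC tumors. A first test came out against less free RNA, RNA from broken cells, as the source of the falls called in CD8 T cells: 11.2% of the falls were at least 5 times higher in a myeloid class, as were 11.4% of the rises, against 6.61% of the tested genes. A test on a fixed macrophage list was added after that result. The list changed by -1.29 on the log2 scale in CD8 T cells (exact permutation p = 0.0179, n = 5 and 3), by -0.65 in neutrophils (exact permutation p = 0.0476, n = 5 and 2), by -1.43 in monocytes (n = 5 and 1) and by 0.062 in TAMs. In TAMs 4 of its genes were higher and 2 lower, and Cd74, H2-Aa and H2-Ab1 fell (-0.70, -0.77 and -0.89), so that mean decides nothing. In the pooled monocytes Cd74 went from 30.6 to 11.0 and H2-Aa from 12.9 to 2.45 per 10000. Doublets were not the main source, since the top 5% of control CD8 T cells held 28.4% of the list's UMIs, with 17.5% if spread evenly, though 1 cell held 141 of the 1138. Less free RNA and lower expression in the myeloid cells it comes from cannot be told apart for these macrophage transcripts, and neither is shown for the other falls. The list of free neutrophil RNA changed by -0.29 in CD8 T cells and by 0.81 in TAMs. When list genes higher in a myeloid class were left out, the IFN-α score in CD8 T cells was -0.26 (exact permutation p = 0.0714) with 100% of the change kept, the IFN-γ score -0.29 (p = 0.0714) with 74.6% kept, the inflammatory score -0.082 (p = 0.536) with 53.0% kept and the TGF-β signaling score -0.15 (p = 0.0179) with 99.1% kept. More than 50% was kept in each, narrowly so in the inflammatory score. The TGF-β signaling change stayed beyond the spread before adjustment, which argues against less free RNA as its whole source. On the same scale the median change of all tested genes in CD8 T cells was -0.09, so part of it may be a shift shared by all genes. The IFN-α, IFN-γ and inflammatory changes were within the spread without these genes, as IFN-α and inflammatory were with them, and for these 3 scores less free RNA stays open.

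Chil3 rose in neutrophils and TAMs, and in the pooled monocytes from 5.13 to 53.7 UMIs per 10000. In GC TAMs S100a9, which GC neutrophils hold in excess of Chil3, was at 0.0130 per 10000 UMIs, where RNA from neutrophils would need 63.9. S100a8 was higher in GC TAMs (1.00 against 0.0761 in control TAMs), but also far below the 60.0 that RNA from neutrophils would need. Chil3 was at 0.0675 in GC CD8 T cells and 28.1 in the pooled GC TAMs, so free RNA in the GC channel was not the source. No UMI of the paralog Chil4 was found in GC TAMs (0), which does not decide whether reads of Chil4 were assigned to Chil3. One factor on Chil3 in the whole GC channel would raise it alike in all classes. The pooled neutrophils rose at least 550.5-fold by their counting intervals, the TAMs at most 103-fold between any 2 tumors and the pooled monocytes at most 11.4-fold by their counting intervals, which argues against such a factor. A change in the cells, and the presence of cells like the GC monocytes among the GC TAMs, stay open. A difference between the 2 pools of cells that acts within single classes cannot be told apart from treatment.

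The CD4 cluster fell by 3.00 percentage points. Without cells holding a CD8 or B cell UMI the difference was -1.13, and with only the CD8 UMI cells moved to the CD8 T cells it was -1.64. The cluster holds some B cells: 10 of its cells, all in control tumors, held at least 3 UMIs of the B cell markers, against 1 of 500 Tregs, and 9 of the 10 held no UMI of Cd3e, Cd3g or Trac. These 10 cells held 192 of the 196 B cell UMIs and 255 of the 257 UMIs of Ebf1 in the cluster, so free RNA was not the source. Since cells can hold a CD8 UMI from free RNA and the cluster had 10 GC cells, how much of the fall CD8 and B cells inside it account for stays open. The share of its cells with a CD8 UMI was 24.0% at a median of 7353 UMIs, against 8.80% in Tregs at 6221, so free RNA alone is not the source.

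Pdcd1 was higher within CD8 cluster 1 (12.4 against 4.90 per 10000) and cluster 2 (15.9 against 9.21), in each with an exact permutation p of 0.0476, the smallest with n = 5 and 2, so in the tumors with at least 10 cells of a cluster a larger share of cluster 2 was not the whole cause. Of the GC tumors with fewer cells, replicate 1 was at 4.47 in cluster 1 (4 cells), within the control tumors, and at 2.13 in cluster 2 (3 cells), below them, while replicates 2 and 4 were at 14.5 and 11.1 in cluster 1 and at 13.0 in cluster 2, above them. Ribosomal protein genes had a higher median in 11 of 11 classes (log2 0.16 to 0.90, and 0.15 to 0.88 relative to all genes), which cannot be told apart from a difference between the channels. Fkbp5 and Klf9 were higher in 8 of 8 pooled values from Tregs, the CD4 cluster, eosinophils and γδ T cells, beyond Poisson intervals that cover counting error only. In the other small classes, NK cells, DC 1 and DC 2, this held for 4 of 6. The exceptions were Klf9 in NK cells (0.300 and 0.378 per 10000, with 3 GC UMIs) and in DC 1 (0.0917 and 0.0897, with 2). Both genes were picked after their values were seen. Tsc22d3, another listed gene, was higher in this way in 4 of 7 of these classes, with overlapping intervals in eosinophils, γδ T cells and NK cells. In Tregs Fkbp5 went from 0.674 to 6.04 per 10000. An effect of treatment in these classes cannot be told apart from a channel difference, since treatment and channel were the same split of the tumors. Nr3c1, which encodes the glucocorticoid receptor, was lower in neutrophils (-0.98, limma adjusted p = 0.0707) with a median of 0.15 over CD8 T cells, monocytes and TAMs, so fewer reads at this gene in the whole GC channel were not seen.

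Of the genes called by limma in CD8 T cells, neutrophils and TAMs, 15 were called in all 3 classes and 12 moved the same way, 6 higher and 6 lower. Scores in TAMs were not planned, and differed by 1.06 (glucocorticoid response), -0.23 (IFN-α), -0.22 (IFN-γ), -0.10 (inflammatory), -0.11 (TGF-β signaling) and -0.15 (TGF-β direct targets). The median change of all tested genes in TAMs was -0.12 on the same scale. The dissociation stress list differed by 0.09 in monocytes and by -0.09 in TAMs, within the spread. It differed by -0.55 in CD8 T cells (exact permutation p = 0.0714) and by -0.62 in neutrophils (exact permutation p = 0.0952), neither past the threshold. In CD8 T cells GC replicates 2 and 3 were at 0.288 and 0.256, below all control tumors (1.03 to 1.22), and GC replicate 5 was at 1.09. In neutrophils both GC tumors (at most 1.85) lay below all control tumors (at least 1.94). A difference in this list is therefore not excluded in these classes. The melanoma list was at 1.64 per 10000 in controls and 1.12 after GC (exact permutation p = 0.103, n = 5 and 5), nearly all from Gpnmb and Mitf, which leukocytes also express. The other 5 genes gave 21 control and 1 GC UMIs, and the erythroid list 7 and 2.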
